A study of Drosophila melanogaster with 6 samples. Its data were reported in "Topoisomerase 3β interacts with RNAi machinery to promote heterochromatin formation and transcriptional silencing in Drosophila" (2018).

How the data were processed

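Total RNA from adult fly heads was measured on 6 one-colour Agilent 4x44K Drosophila V2 arrays, 3 from the wild-type stock w1118 (WT) and 3 from the Top3b26 mutant, 1 array per independently prepared RNA sample. Top3b26 is an allele of the topoisomerase gene made by remobilizing a P-element. Groups and replicate numbers were taken from the sample labels. Per the labels, heads were frozen and sieved, RNA was labeled with Cy3, and per the file headers the scans were read at 3 micron with Feature Extraction 11.5.1.1. The arrays lay on 2 slides of 3 arrays each. Slide 1 held WT 1, WT 2 and Top3b26 1, and slide 2 held WT 3, Top3b26 2 and Top3b26 3.

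Per the file headers, the intensity values are processed Cy3 signals, in which Feature Extraction had subtracted the background and corrected spatial trends within each array, with no normalization between arrays. Each deposited file holds 45019 spots, 43602 of them not controls, together with flags for spots well above background, saturated spots and outlier spots. The authors also deposited a table of score values, which are z-scores of log signal. Each deposited score was compared with the z-score of log signal computed over all 45019 spots of its array, and 100% of values lay within 0.0051, where the table gives 2 decimals and the largest difference was 0.00502.

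The authors normalized intensities by z-transformation, so a z-transformation was also used here, over the non-control spots and not over all spots as in the deposited scores. The log2 signal of each array was centered and divided by its SD over the non-control spots, then multiplied by the mean SD of the 6 arrays (3.89), which puts differences on a log2 scale. Outlier spots were left out, saturated spots were kept (there were 0), and spots of a probe were averaged. Of 32162 probes, 23013 were tested, those well above background on every array of at least 1 group. R 4.3.3 and limma 3.58.1 were used, with lmFit and eBayes comparing Top3b26 with WT and no covariate, and Benjamini-Hochberg adjustment over the probes tested. A probe was called at an adjusted p of 0.05 or less. The false discovery rate of 0.3 and fold change of 1.5 from the methods were applied to the same fit. For counts by transcript, the brightest probe of each of 18149 identifiers was used. Normalized levels are differences from an array's mean, so a negative level is one below that mean.

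A probe not well above background on any array of 1 group has only a bound there. Its fold was computed as the mean of the bright group against the mean, over the arrays of the dim group, of the higher of the probe's own level and the lowest level among probes well above background, and is written as "at least". The same floor per array was used for asRNA:CR44030, which was not well above background on 2 of the 3 Top3b26 arrays. These bounds apply to the levels after the z-transformation only.

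The fit was tested on simulated data before use. Levels were drawn for 22955 probes from the WT means and residual SDs, and 200 probes were changed. Of these, 0% were called at a change of 1 (log2), 34% at 2 and 77.5% at 4, with 0, 3 and 12 false calls. With no change simulated, 0 probes were called. The noise was drawn independently for each probe, with the SDs shuffled among probes and the same in both groups. These counts therefore do not cover noise shared by many probes of an array, or an unequal spread between the groups.

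The files name most probes by transcript, clone or cluster identifiers. A further 1519 of 32162 probes (4.72%), 575 of them tested, carry only the name of the probe, which was used as their identifier. A reference table of genes (Release 6 assembly) was used for names only, since the array design cites an older build. It named 482 of 32162 probes and 319 of the 23013 tested (1.39%). For this reason the sets by chromosome location, for which names were needed on at least 80% of members, were void. Top3beta, the RISC and heterochromatin factors, transposable element probes and 5 of the 6 genes of the 3L telomere list were not analysed here. That list includes the study's control gene from outside the locus, and only CG12483 was analysed from it. The marker lists for tissue, sex and physiological state were not analysed either, except roX1 and roX2 from the male list of 5 genes. Lists with fewer than 3 tested genes were given no set test.

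Before the data were examined, a rule fixed which features to name: Top3beta and the study's listed genes, then the 5 with the largest increase and the 5 with the largest decrease among called transcripts with no overlap between groups and with both groups measured, then up to 3 per direction with a bound. Because most of these have identifiers without gene names, only 2 that rose and 2 that fell are printed. The 5 called transcripts with gene names are also given. Only asRNA:CR44030 among them met the rule, and the other genes were chosen after their values were seen.

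The alternatives fixed before the data were examined were the 75th percentile shift, quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, a stricter filter, the slide as a block, the replicate number as a block, each array left out in turn, the deposited table, the methods' plain 2-group test, the methods' criteria, the mean of probes, array weights and a variance trend. Normexp used the median spot signal in place of the mean, and the flag for a positive and significant signal stood in for the methods' detection p. The methods' criteria were rebuilt only in part. A z-ratio of at least 1.5 in size was required, without the alternative of a fold change. A plain 2-group test stood in for the z-test, and the filter on average signal was left out. Further alternatives were added after seeing the data and are named as such. Figures were drawn with Python 3.11.15.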

Results

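To ask which transcripts differ in adult heads when the topoisomerase gene Top3beta is mutated, RNA from 3 WT and 3 Top3b26 head preparations was hybridized to 1 array each. The median processed signal of the non-control spots ranged from 279 on Top3b26 2 to 1604 on Top3b26 3, and from 57.2 to 186 times the median of the negative controls on the same array. The share of spots well above background ranged from 71.1% on Top3b26 2 to 81.2% on Top3b26 3. The median SD between replicate spots of a probe was between 0.0460 and 0.0782 (log2). The number of arrays, 3 per group, limits the precision.

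The arrays were first compared with each other across the 22955 tested probes with a value on every array. These correlations are across probes, which are not independent replicates. The 3 WT pairs had a mean Pearson's r of 0.961 ± 0.0226 (SD over pairs), from 0.940 to 0.985. The 3 Top3b26 pairs had a mean r of 0.808 ± 0.147, from 0.665 for arrays 2 and 3 to 0.958 for arrays 1 and 3. The 9 pairs between groups had a mean r of 0.885 ± 0.0505. The lower mean among Top3b26 pairs came from the pairs with array 2, at 0.802 and 0.665. The r of 0.958 between Top3b26 1 and 3 was above that of each of their pairs with WT arrays, of which the highest was 0.950. However, Top3b26 3 was about as far from the WT arrays (r from 0.824 to 0.903) as Top3b26 2 (0.798 to 0.902). These values therefore do not single out array 2.

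**Figure D1:**
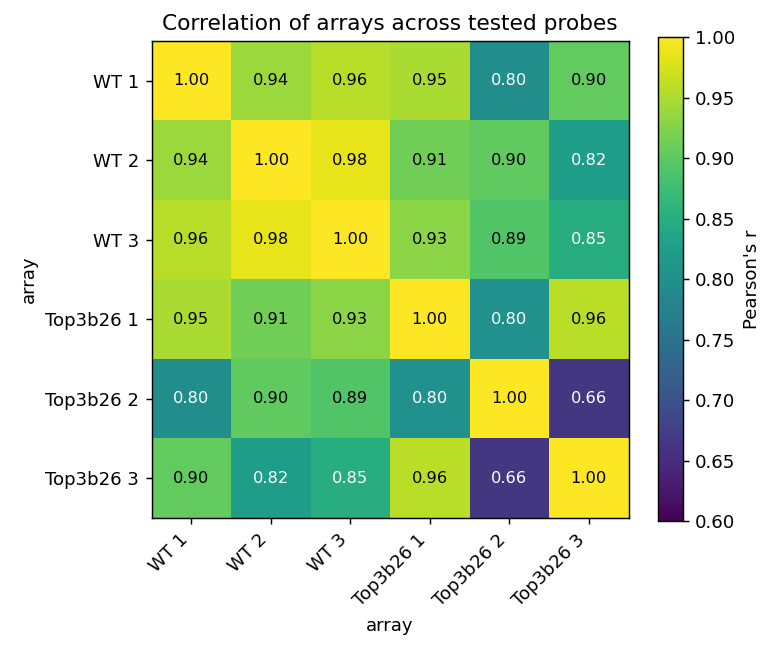
Pearson's r between each pair of the 6 arrays across tested probes, as a color and a printed value; both axes list the arrays. The lowest value is between Top3b26 2 and Top3b26 3, at 0.66.

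The first principal component held 70.9% of the variance and placed Top3b26 2 and Top3b26 3 at opposite ends, with the WT arrays and Top3b26 1 between them. The second held 18.1% and separated the 3 Top3b26 arrays from the 3 WT arrays. Neither component separated the slides.

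**Figure D2:**
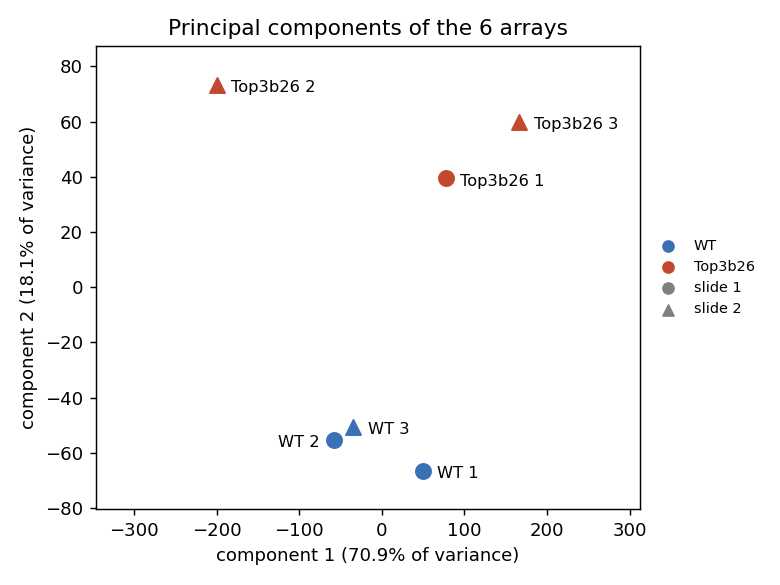
Scores of the 6 arrays on the first 2 principal components of the tested probes, in log2 units, with color for the group and marker shape for the slide. The second component, with 18.1% of the variance, parts WT from Top3b26, and the first, with 70.9%, parts Top3b26 2 from Top3b26 3.

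For the comparison of Top3b26 with WT, limma called 203 of 23013 probes at an adjusted p of 0.05 or less. Of these, 39 were higher in Top3b26 and 164 were lower. An unadjusted p under 0.05 was found for 2571 probes, where 1151 are expected by chance. The groups did not overlap at any of the 203 called probes. Over all tested probes the groups did not overlap at 19.8%, where chance gives 10%. At the 124 called probes well above background on all 6 arrays, differences (Top3b26 minus WT) ran from -9.47 to 4.36 (log2), and the smallest was 1.36 in size.

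The number of calls depended on single arrays. It was 498 without Top3b26 2 and between 17 and 114 when any other array was left out. With the slide as a block, 44 probes were called, 2 of them higher. Among all alternatives, array weights moved the count most, to 14508, but the estimation of the weights stopped before reaching its tolerance and gave Top3b26 1 a weight 41961 times that of Top3b26 2. The share of higher calls also depended on the scaling. It was 19.2% after the z-transformation, under which the median difference of all tested probes was -0.15 (log2). After each array was shifted to a median difference of 0 from the probe means, an alternative chosen after seeing the data, the median was 0.03 and 498 probes were called, 36.9% of them higher.

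**Figure D3:**
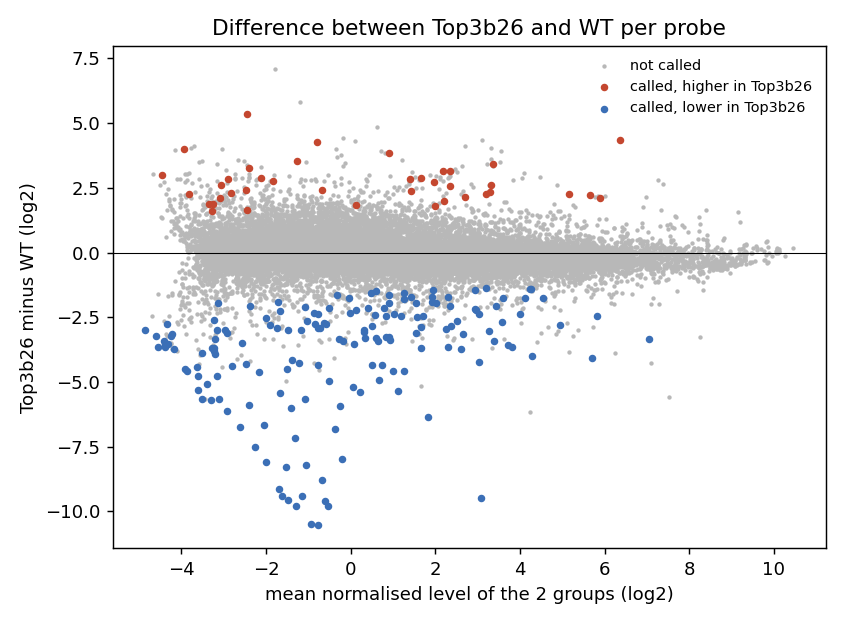
Difference between Top3b26 and WT in log2 units against the mean normalized level of the 2 groups in log2 units, with 1 point per tested probe. Called probes are colored, 39 higher and 164 lower in Top3b26, and gray points were not called; at the 52 and 8 called probes not well above background on any Top3b26 or any WT array, the plotted difference is not a measured size.

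By transcript, with the brightest probe of each identifier, 157 of 18149 were called, 33 higher and 124 lower. At the false discovery rate and fold change of the methods, the same fit gave 1398 probes, 389 higher and 1009 lower. With the slide as a block these counts were 31 and 421. The share of higher probes at the methods' thresholds was 27.8%. After median-difference scaling, chosen after seeing the data, it was 50.5%, with 1064 probes higher and 1043 lower, so that the count of higher probes rose while that of lower probes was about as before.

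Among the 203 called probes, 143 were well above background on at least 1 array of each group. A further 52 were not well above background on any Top3b26 array, and 8 not on any WT array. From the flags alone, regardless of the test, 107 probes were well above background on every WT array and no Top3b26 array, and 109 showed the opposite. These sets were alike in number only, since the bound was at least 8-fold at 30 of the 107 and at 3 of the 109.

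Of the called transcripts with both groups measured, FBtr0100558 rose most, from 4.19 ± 0.54 in WT to 8.55 ± 0.82 in Top3b26 (log2, SD, n = 3 arrays per group), a difference of 4.36 ± 0.50 (SE) with a limma adjusted p of 0.026. FBtr0100038 fell most, from 7.82 ± 0.31 to -1.65 ± 1.82, a difference of -9.47 ± 0.90 with a limma adjusted p of 0.015. Of those with a bound, CO182678 was at least 18.8-fold higher in Top3b26 and TA01180 was at least 358-fold lower. With the slide as a block FBtr0100558 was no longer called, with a limma adjusted p of 0.124, and the other 3 were.

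The called transcripts with gene names numbered 5, and all were lower on all 3 Top3b26 arrays than on any WT array. Fatp3 was not well above background on any Top3b26 array and was at least 147-fold lower by its brightest probe and at least 128-fold lower by its other probe. The antisense RNA asRNA:CR44030 was well above background on 1 of the 3 Top3b26 arrays and was at least 44.6-fold lower in that group, with a limma adjusted p of 0.0046. The differences were -3.43 ± 0.37 for CG11841, -3.16 ± 0.34 for Nepl4 and -1.74 ± 0.18 for jim, with limma adjusted p of 0.022, 0.021 and 0.018. With the slide as a block these 3 were not called, with limma adjusted p of 0.113, 0.081 and 0.114, while Fatp3 and asRNA:CR44030 were. Apart from Fatp3, these genes had 1 tested probe each with a name.

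The study examined genes at the telomere of chromosome arm 3L. Of a list of 6 genes of this region fixed before the data were examined, only CG12483 was analysed here, with 1 probe, well above background on all 6 arrays. Its level was 0.39 ± 0.47 in WT and -0.44 ± 0.43 in Top3b26 (log2, SD, n = 3 per group), a difference of -0.83 ± 0.35 (SE). It was not called, with a limma adjusted p of 0.47 over all probes and 0.058 adjusted over the list alone, which here is 1 gene.

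**Figure D4:**
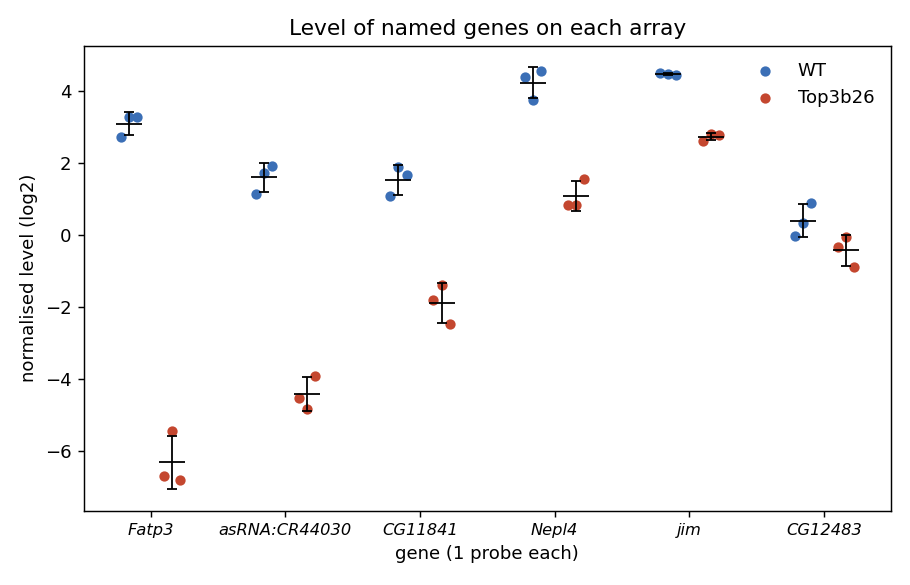
Normalized level in log2 units of the 5 called genes with names and of CG12483 on each array, with 1 point per array and the mean and SD of 3 arrays as bars. The Top3b26 points of Fatp3, and 2 of the 3 of asRNA:CR44030, are not well above background. The groups do not overlap at any of the 6 genes, and CG12483, with a difference of -0.83, was not called.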

Values the study reported

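In the analysis of its arrays, the study accepted probes at a false discovery rate of at most 0.30 with a z-ratio or fold change of at least 1.5 in size. It also required a detection p of at most 0.02.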

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

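Median-difference scaling, cyclic loess, the block covariate (each array's median level over a block of variable probes described under the other observations), these 2 together and leaving out the block were chosen after seeing the data. The other alternatives were fixed before the data were examined. Sets by location, transposable elements, Top3beta, RISC factors and marker lists were not run under any alternative, for the lack of names.

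The count of called probes, 203, was within 1.5 times under quantile normalization, the stricter filter, the deposited table and the variance trend. It was 355 under the 75th percentile shift, 43 under normexp, 123 with no filter on dim probes, 44 with the slide as a block, and 87 with the methods' plain 2-group test after Benjamini-Hochberg (2834 unadjusted). The count of transcripts, 157, was 282, 35, 96, 31, 60 and 2273 under the same settings. It was 161 with the mean of probes, which shared 152 calls. Array weights gave 14508 probes and 11584 transcripts, but the weight of Top3b26 1 was 41961 times that of Top3b26 2 and the estimation had not reached its tolerance, so these counts are not evidence of change.

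Median-difference scaling gave 498 probes and 404 transcripts, cyclic loess 566 and 470, the block covariate 1885 and 1470, both scaling and covariate 1865 and 1467, and leaving out the block 434 and 367. The share of higher calls among probes was 36.9%, 34.3%, 38.6%, 50.3% and 26.0% in that order. All 203 called probes were also called with the block covariate, and 186 with median-difference scaling. The cause of these changes was not tested beyond the values under the other observations.

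The count past the thresholds of the methods, 1398, was 166 under normexp, 791 with no filter on dim probes and 421 with the slide as a block. It was 2107 under median-difference scaling, 2201 under cyclic loess, 5143 with the block covariate and 5131 with both. It was 689 under the methods' criteria as rebuilt in part, which is not the study's own count. It was within 1.5 times under the 75th percentile shift, quantile normalization, the stricter filter, the deposited table, the methods' plain 2-group test and leaving out the block. Array weights and the variance trend were not run for this count. Of the probes past these thresholds, 1064 were higher and 1043 lower under median-difference scaling, 1039 and 1162 under cyclic loess, 2423 and 2720 with the block covariate, and 3100 and 2031 with both.

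Leaving out 1 array gave 17 to 498 called probes, 8 to 396 transcripts and 214 to 9348 probes past the methods' thresholds. The highest of each was without Top3b26 2. The lowest was without WT 2 for the first 2 counts and without WT 3 for the last. Fewer arrays also leave fewer degrees of freedom.

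With the replicate number as a block, 13 probes, 6 transcripts and 613 probes past the methods' thresholds were found. The deviations of same-numbered arrays from their group means had correlations across probes of 0.565, 0.591 and -0.371, so the numbers do not pair the arrays.

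CG12483 was lower in Top3b26 under all 21 alternatives run for it, by between 0.53 and 1.06 (log2), and was called under 0 of them, with adjusted or, for the plain test, unadjusted p from 0.087 to 1.0. The 20 features picked by the naming rule or by having a name kept their direction in all 451 values under alternatives and stayed called in 335 of them. They were picked for being called on these same arrays, with no overlap between groups. A kept direction was therefore close to fixed in advance and is not independent support. The 335 also include array weights and the unadjusted plain test, under which every feature stayed called. The sizes of features with a bound depended on the background correction. Under normexp the differences of CO182678, TA01180, Fatp3 and asRNA:CR44030 were 2.03, -5.95, -4.86 and -3.18 (log2). Each was smaller in size than the bound after the z-transformation, which was 4.24, 8.49, 7.20 and 5.48 (log2) in the same order. Fatp3 stayed called under all 22 of its alternatives. FBtr0100558 lost its call in 7 of 23, FBtr0100038 in 5 of 23, CO182678 in 3 of 22, TA01180 in 2 of 22, asRNA:CR44030 in 1 of 22, CG11841 in 10 of 23, and Nepl4 and jim in 8 of 23 each. The slide as a block was among the alternatives that removed the call for FBtr0100558, CG11841, Nepl4 and jim, and their adjusted p over all alternatives ranged up to 0.166, 0.166, 0.141 and 0.202. Signal over background was lowest on Top3b26 2, at 57.2, which limits what can be said of dim probes there.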

Other observations

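The tests of single-probe noise, slide, brightness, group difference, direction of calls, sequence differences and other splits were chosen after the results were seen. The tests of testis RNA, ovary RNA and the share of males were written before their results were seen, but after the block had been found in these data, and the threshold of 3 that defines it was set after the differences had been seen.

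A block of 2195 of the 23013 tested probes (9.54%) was higher on Top3b26 3 than on Top3b26 2 by more than 3 (log2) after median-difference scaling, while 67 were lower by that much. The median level of the block was 0.77, -1.59 and -0.98 on WT 1, 2 and 3, and 1.45, -4.16 and 3.41 on Top3b26 1, 2 and 3. Arrays 2 and 3 of Top3b26 define the block, so their levels are extreme by construction, while those of the other arrays are not. None of the 203 called probes lay in the block, which the spread within the mutant group would by itself bring about.

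Of the technical explanations, noise of single probes and the slide are argued against. Over 3912 transcripts with 2 probes, the difference between these arrays at one probe had a correlation of 0.904 with that at the other, against noise of single probes. The 2 arrays lie on the same slide and were 7.57 (log2) apart, against a difference between slides. Overall brightness stays open. WT 1 and WT 2, which do not define the block, differed by 0.10 in mean log2 signal and by 2.36 in block level. However, the median signal over background of all non-control spots (105, 68.4 and 94.5 on WT 1 to 3 and 132, 57.2 and 186 on Top3b26 1 to 3) puts the 6 arrays in the same order as the block level. That median includes the spots of the block. Outside the block it was 99.7, 90.1 and 120 on the WT arrays and 116, 83.4 and 144 on the Top3b26 arrays, with WT 3 now above Top3b26 1 and WT 1.

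A candidate explanation is that the preparations held different amounts of testis RNA. In the naming of public fly cDNA clones, which is general knowledge and not in the files, a prefix tells the source library. Of 80 tested probes named for adult testis clones, 34 (42.5%) lay in the block, and of 247 named for adult head clones, 9 (3.64%) did (Fisher's exact test, two-sided, p = 3.1e-16, adjusted over 5 libraries 1.5e-15). With thresholds of 2 and 4 the share of testis clones was 46.3% and 36.3%. The median level of the testis clones was 0.31, -1.15, -0.75, 1.07, -1.96 and 2.39 on WT 1 to 3 and Top3b26 1 to 3. For ovary clones the share was 0% of 69, but a high level of their transcripts in heads could hide a small amount of ovary RNA, which stays open. The shares for embryo, larva and pupa, and cultured cell clones were 2.08%, 13.6% and 3.13%. The fixed list of testis genes had 0 named tested probes, so the levels of its most abundant genes were not analysed here.

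A different share of male flies as the source of the block is argued against. The male-specific RNAs roX1 and roX2 were on average lower on Top3b26 3 than on Top3b26 2, with a difference of -0.41 (log2), opposite to the block. Their mean was between 3.45 and 3.84 on the WT arrays and between 4.23 and 4.63 on the Top3b26 arrays after median-difference scaling. The groups thus did not overlap in this mean. No probe of either was called in the comparison after the z-transformation, but a different share of males between the genotypes stays open. The block level did not separate the genotypes (mean 0.23 ± 3.93 in Top3b26 and -0.60 ± 1.22 in WT, SD, n = 3, exact permutation test, two-sided, p = 0.8, where 0.1 is the smallest possible). Arrays 2 and 3 of Top3b26 define the block, which by itself puts extreme levels at both ends of that group. For this reason, and with 3 arrays per group, the test cannot decide, and an effect of genotype stays open. Since heads were collected by sieving, carry-over of other body parts that varies between preparations may be one way such RNA enters, and this was not tested directly.

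If so, the block may also affect the count of calls by adding variance and by shifting the array means used for scaling. With median-difference scaling the share of higher calls was 36.9%, and with the block covariate as well it was 50.3%, against 19.2% after the z-transformation. The shares rose because higher calls were added (39, 184 and 938 in the order z-transformation, scaling, scaling with the covariate), while lower calls did not become fewer (164, 314 and 927), and all 203 calls were also called in the last. The shares therefore do not show scaling or the block to be a source of the excess of lower calls among the 203. The covariate was estimated from the same arrays, and other splits of the 6 arrays gave 0 calls with it, as with median-difference scaling.

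For the counts of called probes and of transcripts, 1 of the 10 splits of the 6 arrays, the real one, gave as many. The other 9 gave 0 calls at either level. Since 10 splits cannot give a share below 0.1, the count of splits by itself cannot exclude chance, whatever it shows. At the thresholds of the methods, 2 of the 10 splits gave as many as the real one. The other was WT 1, Top3b26 1 and Top3b26 3 against the rest, with 9004 probes, and it follows the block level, not the slide.

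Of the 52 called probes above background on every WT array and no Top3b26 array, which belong to 47 transcripts, 12 transcripts had another tested probe. In 10 of these (83.3%) every other probe was lower by at least 1.5-fold, so a sequence difference under a single probe is unlikely to explain those. It stays open for the other 2 and for transcripts with no second probe. A difference in background between the fly stocks, separate from the mutation, was not tested and stays open beside an effect of Top3b26.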
